# Genome‐wide effect of tetracycline, doxycycline and 4‐epidoxycycline on gene expression in *Saccharomyces cerevisiae*

**DOI:** 10.1002/yea.3515

**Published:** 2020-08-17

**Authors:** Guadalupe Sanchez, Samuel C. Linde, Joseph D. Coolon

**Keywords:** gene expression, RNA‐seq, tetracycline, yeast

## Abstract

Tetracycline (Tet) and derivative chemicals (e.g., doxycycline or Dox) have gained widespread recognition for their antibiotic properties since their introduction in the late 1970s, but recent work with these chemicals in the lab has shifted to include multiple techniques in all genetic model systems for the precise control of gene expression. The most widely used Tet‐modulated methodology is the Tet‐On/Tet‐Off gene expression system. Tet is generally considered to have effects specific to bacteria; therefore, it should have few off‐target effects when used in eukaryotic systems, and a previous study in the yeast *Saccharomyces cerevisiae* found that Dox had no effect on genome‐wide gene expression as measured by microarray. In contrast, another study found that the use of Dox in common cell lines and several model organisms led to mitonuclear protein imbalance, suggesting an inhibitory role of Dox in eukaryotic mitochondria. Recently, a new Dox derivative, 4‐epidoxycycline (4‐ED) was developed that was shown to have less off‐target consequences on mitochondrial health. To determine the best tetracycline family chemical to use for gene expression control in *S. cerevisiae*, we performed RNA sequencing (RNA‐seq) on yeast grown on standard medium compared with growth on media supplemented with Tet, Dox or 4‐ED. We found each caused dozens of genes to change expression, with Dox eliciting the greatest expression responses, suggesting that the specific tetracycline used in experiments should be tailored to the specific gene(s) of interest when using the Tet‐On/Tet‐Off system to reduce the consequences of confounding off‐target responses.

## 1 INTRODUCTION

Tetracycline family antibiotics were first discovered more than 70 years ago, and since their introduction for use in bacterial control in medical applications, they have gained widespread recognition for their potent antimicrobial properties (Grossman, 2016; Santiago‐Rodriguez et al., 2018). The tetracyclines are made up of a group of chemically similar compounds with a linear fused tetracyclic nucleus with functional groups attached along the periphery (Chopra & Roberts, 2001). The primary mechanism of action for their bacteriostatic properties is inhibition of protein synthesis via reversibly binding the 30S subunit of the bacterial ribosomal RNA thus blocking access of the aminoacyl tRNA to the A site of the ribosome (Chopra & Roberts, 2001; Das, Tenenbaum, & Berkhout, 2016). Inhibition of protein synthesis by tetracyclines is not restricted to bacterial species; they are also capable of inhibition of eukaryotic protein synthesis (Chatzispyrou, Held, Mouchiroud, Auwerx, & Houtkooper, 2015; Moullan et al., 2015), but because tetracyclines are actively taken up by most bacteria and not eukaryotic cells, their effects are generally assumed to be fairly specific to bacteria. This specificity has led to use of tetracyclines in eukaryotic experimental systems based on the inferred lack of off‐target effects, the most common use being control of transcription with the Tet‐On/Tet‐Off system (Gossen et al., 1995; Gossen & Bujard, 1992). This system is based on the bacterial Tet repressor protein (TetR) and Tet operator (TetO) DNA elements that control the Tn10 operon of *Escherichia coli* (Das et al., 2016) and involves the replacement of a gene's native promoter with one that can be controlled by the addition of a tetracycline allowing precise control of transcription activation or repression (Mnaimneh et al., 2004).

While this system was developed for use with the most basic member and namesake of the group tetracycline (Tet), its derivative doxycycline (Dox) is now more commonly used because it has increased stability (Agwuh & MacGowan, 2006; Honnorat‐Benabbou, Lebugle, Sallek, & Duffaut‐Lagarrigue, 2001) generating more consistent results in a very large number of studies to date. However, not much is known about the effects of Dox on global gene expression. Prior work conducted on yeast reported that the use of Dox does not lead to phenotypic effects nor does it have an effect on global gene expression (Wishart, Hayes, Wardleworth, Zhang, & Oliver, 2005). However, a more recent study showed that the use of Dox results in mitonuclear protein imbalance in commonly used cell types as well as in worms, flies, mice and plants (Moullan et al., 2015). Mitonuclear protein imbalance occurs when protein synthesis from mitochondrial DNA (mtDNA) does not match that of nuclear DNA (nDNA; Moullan et al., 2015). The mtDNA genome in yeast encodes 13 oxidative phosphorylation subunits that when exposed to Dox are not properly expressed, further affecting the stability of the complexes formed by these subunits (Jovaisaite, Mouchiroud, & Auwerx, 2014). As a result, this leads to the induction of the mitochondrial unfolded protein response (UPRmt) and causes the upregulation of mitochondrial chaperones and proteases (Jovaisaite et al., 2014). In turn, the UPRmt leads to a decrease in cellular respiration (Moullan et al., 2015). This can be detrimental to the organism's physiology but also may lead to a multitude of consequences in genome‐wide gene expression in response to these metabolic and physiological changes. Due to their bacterial ancestry, it is not surprising that tetracyclines have been shown to inhibit mitochondrial translation (Chatzispyrou et al., 2015). Recently, a newer Dox derivative 4‐epidoxycycline (4‐ED) was developed that was shown to have less off‐target consequences on mitochondrial function in mice (Eger et al., 2004). However, it remains unknown which common tetracycline compound (Tet, Dox or 4‐ED) is best suited for use in transcriptional control in laboratory experiments.

To determine the best tetracycline to use for gene expression control in the yeast *Saccharomyces cerevisiae*, we performed transcriptional profiling using RNA sequencing (RNA‐seq) on yeast grown on standard medium compared to growth on media supplemented with Tet, Dox or 4‐ED to identify genome‐wide changes in gene expression caused by exposure to these tetracyclines.

## 2 MATERIALS AND METHODS

### 2.1 Yeast strains and growth assay

The yeast strain used for this study was the genetic background strain from the Yeast Tet‐Promoters Hughes Collection (yTCH) R1158 (URA3::CMV‐tTA MATa his3‐1 leu2‐0 met15‐0) which was derived from BY4741 (Mnaimneh et al., 2004). The strain was grown on YPD plates, and then, individual colonies were used to inoculate liquid YPD media. Liquid cultures were grown to saturation at 30°C and shaken at 200 RPM. From this culture, 100 μl was transferred to a new 5‐ml control YPD tube for 6 h to reach mid‐exponential growth‐based OD measurements and comparison with standard curves; 100 μl of this culture was then transferred to replicate tubes containing control YPD liquid medium or YPD media containing 1.5‐μg/ml Tet, Dox, or 4‐ED, and each was grown at 30°C and shaken at 200 RPM until the culture reached an OD_600_ between 0.6 and 0.8. Cells were then pelleted and used for RNA extraction. Cultures were grown in biological triplicate (four conditions × three replicates = 12 total samples) for downstream transcriptional profiling (Figure 1a). In each replicate, control YPD tubes grew at normal growth rates; however, cultures with tetracyclines added grew slowly and took longer to reach the target OD. We used 1.5 μg/ml for each tetracycline in this study because growth assays and titration experiments with Tet‐Off lines showed that there was no further effect of increases in concentration for each tetracycline beyond 1.5 μg/ml (data not shown).

**FIGURE 1:**
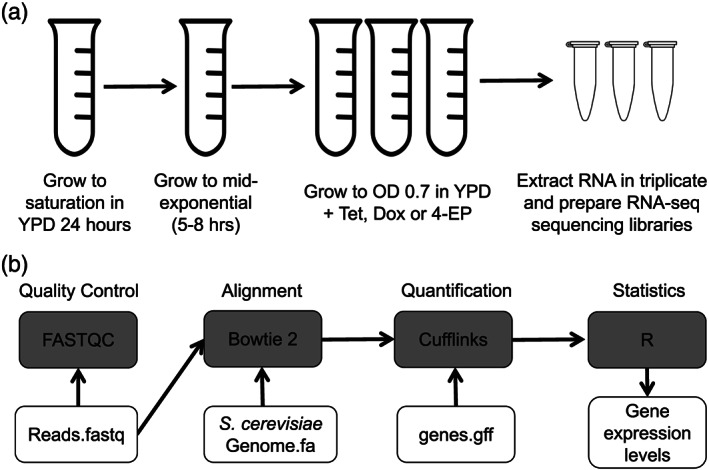
Experimental design and analysis pipeline. (a) The design of the experiment and sample collection is shown. (b) The bioinformatics pipeline used for RNA‐seq data processing and analysis is indicated

### 2.2 RNA extraction, library preparation and RNA‐seq

Yeast pellets were incubated in a 100‐μl mixture containing 75 U of 20T lyticase at 30°C for 30 min. After incubation, total RNA was extracted using the SV total Isolation System (Promega) with a modified protocol (Coolon & Wittkopp, 2013). The recovered RNA was treated for 15 min with DNAse from the kit at room temperature. The mixture was then washed and eluted with 100 μl of nuclease‐free water and stored at −80°C. Prior to sequencing, RNA abundance and quality were confirmed with nanodrop spectrophotometer, Bioanalyzer and qubit. RNA samples were sent to the University of Michigan Sequencing Core Facility where mRNA selected bar‐coded libraries for each sample were constructed using the TruSeq library preparation kits and used in a single run of sequencing in a NextSeq‐500 with 76 cycles generating 438,947,573 reads for the 12 sequencing output files with an average of 36.5 million reads per sample (Table 1).

**TABLE 1:** Total number of mapped reads for RNA‐seq libraries

Sample	# reads	# mapping	% mapping
Control 1	37,276,053	36,560,731	98.1%
Control 2	40,352,284	39,439,313	97.7%
Control 3	41,194,014	40,314,390	97.9%
Dox 1	40,248,828	39,298,914	97.6%
Dox 2	31,976,734	31,251,336	97.7%
Dox 3	36,780,721	35,990,049	97.9%
Tet 1	32,333,060	31,676,304	97.9%
Tet 2	34,238,073	33,435,560	97.7%
Tet 3	31,962,937	31,128,128	97.4%
4‐ED 1	37,632,247	36,713,336	97.6%
4‐ED 2	38,027,360	37,232,697	97.9%
4‐ED 3	36,925,262	35,885,918	97.2%

### 2.3 RNA‐seq analysis and pipeline

After obtaining the sequence read files, an RNA‐seq pipeline (Figure 1b) was performed in Galaxy (Afgan et al., 2016) according to previously described methods (Lanno et al., 2017; Lanno et al., 2019). Briefly, FASTQC was used to ensure that the raw data was suitable for further statistical analysis (Andrews, 2010). The sequence reads were then mapped to the *S. cerevisiae* genome using Bowtie2 (Langmead & Salzberg, 2012; Langmead, Trapnell, Pop, & Salzberg, 2009) and the most recent genome file available at the time of analysis from ensembl: Saccharomyces_cerevisiae.R64‐1‐1.dna.toplevel.fa (Yates et al., 2016). Mapping was very successful with more than 97% of sequence reads mapping uniquely in each sample (Table 1). Gene expression quantification and differential gene expression analysis were carried out in Cuffdiff (Trapnell et al., 2010) using the *S. cerevisiae* genome file previously mentioned and the current gff3 file from ensemble: Saccharomyces_cerevisiae.R64‐1‐1.92.gff3 (Yates et al., 2016). R was used to perform all downstream analysis and generate visual graphics. Gene Ontology (GO) term enrichment was used on all annotated genes to identify enriched terms for biological processes, molecular function and cellular components (Ashburner et al., 2000; The Gene Ontology Consortium, 2014).

### 2.4 Data availability

All sequencing data generated for this manuscript are available at the Gene Expression Omnibus (GEO) under accession number GSE155989 (to be available at time of acceptance).

## 3 RESULTS

### 3.1 RNA‐seq identification of DEGs

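RNA from 12 yeast cultures was sequenced, with 3 cultures grown in control YPD and 3 in YPD with each of Tet, Dox and 4-ED at 1.5 μg/ml. The cultures were of strain R1158, a derivative of BY4741 that carries the tetracycline-controlled transactivator tTA, the protein through which Tet-Off promoters are switched. The number of reads per library in Table 1 lay between 37276053 and 41194014 for the controls, with a median of 40352284. It lay between 31962937 and 34238073 for Tet (median 32333060), between 31976734 and 40248828 for Dox (median 36780721), and between 36925262 and 38027360 for 4-ED (median 37632247). The authors mapped the reads to the R64 genome and combined the 3 libraries of each group in Cuffdiff, which gives each gene 1 expression value per group as fragments scaled for transcript length and for the number of mapped reads (FPKM). The deposited tables hold no value per culture. Each FPKM value below therefore rests on 3 libraries, but their spread is unknown and no error can be given. Each of the 3 tables lists 7080 loci with the group values of control and treatment, and the log2 ratio of treatment to control FPKM was computed from these. The same controls entered all 3 comparisons, and their FPKM values differed between tables by a nearly constant factor, with median ratios of 0.984 for Tet against Dox, 1.02 for Dox against 4-ED and 1.01 for Tet against 4-ED. Cuffdiff's p-values were taken as deposited, and the false discovery rate was recomputed from them by the Benjamini-Hochberg method over the genes tested. Positions are those of the deposited tables, on the R64 build, with starts counted from 1.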

To determine which common tetracycline was best suited for control of yeast gene expression, we compared yeast grown in control media to yeast grown in media containing 1.5 μg/ml of Tet, Dox or 4‐ED. When yeast were grown in media containing Tet, 22 genes were significantly differentially expressed (*q* < 0.05) with 15 upregulated and seven downregulated (Figure 2a,b and Tables 2 and S1). 

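Of the 7080 loci, 6644 had been tested against Tet, 417 had too few reads for a test and 19 exceeded the read limit of Cuffdiff. At an unadjusted p-value under 0.05 the authors' deposited table lists 583 genes, and the smallest p-value in it is 5e-05, which many genes share. The recomputed false discovery rate called 22 genes, 15 higher and 7 lower with Tet, at log2 ratios from -0.83 to 1.51. The largest rise was in DPA10 (YLR307C-A, chromosome XII, 746848 to 747111), from 23.3 FPKM in the controls to 66.5 FPKM with Tet. It was followed by STL1 (YDR536W, chromosome IV, 1508005 to 1509714), a glycerol transporter, which rose from 92.4 to 217 FPKM, a log2 ratio of 1.23, and by SFC1. The largest falls were in ERO1 (YML130C, chromosome XIII, 11483 to 13174), from 39.1 to 22.0 FPKM, in SCW11 (YGL028C, chromosome VII, 441281 to 442909), from 84.6 to 47.9 FPKM, and in AQY1 (YPR192W, chromosome XVI, 921860 to 922777), from 183 to 104 FPKM. Requiring a log2 ratio of at least 1 in size changed the number of genes most and left 8, all higher with Tet.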

When yeast were grown in media containing Dox, 83 genes were significantly differentially expressed with 27 upregulated and 56 downregulated (Figure 2c,d and Tables 2 and S2). 

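With Dox, 6628 genes had been tested, and the authors' deposited table lists 675 of them at an unadjusted p-value under 0.05. The recomputed false discovery rate called 83 genes, whose log2 ratios had a median size of 0.72. The largest rise was in RRT15 (YLR162W-A, chromosome XII, 490406 to 490594), from 6.54 FPKM in the controls to 57.6 FPKM with Dox, a log2 ratio of 3.14. The sequence of RRT15 has near-identical copies within the ribosomal RNA genes, so its reads are not unique to it. STL1 rose from 93.9 to 197 FPKM, and ACM1 (YPL267W, chromosome XVI, 38169 to 38798) rose from 16.6 to 32.1 FPKM. The largest falls were in AQR1 (YNL065W, chromosome XIV, 503724 to 505484), from 47.9 to 18.3 FPKM, a log2 ratio of -1.39, and in DPI8 (YJL133C-A, chromosome X, 159623 to 159847), from 1151 to 474 FPKM. They were followed by RUF5-2 (chromosome VIII, 214407 to 215116), from 2842 to 1194 FPKM, a locus that overlaps CUP1-2 and has a near-identical copy. The small nucleolar RNA snR67 (chromosome V, 61352 to 61433) was listed at 486 FPKM in the controls and at 0 with Dox. Of the 83 genes, 10 changed by at least 1 on the log2 scale, with snR67, which fell to 0, counted among them. Of the 83, 7 overlap another listed locus and 4 have a near-identical copy elsewhere in the genome.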

Finally, when yeast were grown in media containing 4‐ED, 58 genes were significantly differentially expressed with 38 upregulated and 20 downregulated (Figure 2e,f and Tables 2 and S3). 

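With 4-ED, 6653 genes had been tested, and the authors' deposited table lists 620 of them at an unadjusted p-value under 0.05. Among the 58 genes called by the recomputed false discovery rate, 37 had a higher FPKM with 4-ED than in the controls and 21 a lower one. The largest rises were in the small nucleolar RNAs snR189 (chromosome III, 178610 to 178798), from 11.6 to 43.7 FPKM, and snR35 (chromosome XV, 759326 to 759529), from 118 to 358 FPKM, at log2 ratios of 1.92 and 1.60. DPA10 was the third, from 23.1 to 68.5 FPKM, a log2 ratio of 1.57. The largest fall was in YBR238C (chromosome II, 695107 to 697302), a protein of unknown function, from 2.79 to 1.19 FPKM, a log2 ratio of -1.23 that became -0.79 when 1 FPKM was added to both values. URA7 (YBL039C, chromosome II, 143989 to 145728), which overlaps the locus YBL039C-A, fell from 25.02 to 11.73 FPKM. YNR014W (chromosome XIV, 652465 to 653103) fell from 46.5 to 21.8 FPKM, and also fell with Dox, from 47.5 to 20.2 FPKM. Of the 58 genes, 23 had a log2 ratio of at least 1 in size, 8 overlap another listed locus and 1 has a near-identical copy.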

Interestingly, in Dox and 4‐ED treatments, significantly more genes were downregulated than upregulated (binomial exact test, *P*_*Dox*_ = 0.002, *P*_*4‐ED*_ = 0.01) whereas this was not observed for Tet treatment (binomial exact test, *P*_*Tet*_ = 0.13). 

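The direction of the genes called by the recomputed false discovery rate was tested against equal numbers of rises and falls with the two-sided exact binomial test. With Tet, 68.2% of the genes were higher (exact binomial p = 0.134). With Dox, 32.5% were higher (exact binomial p = 0.00193). With 4-ED, 63.8% were higher (exact binomial p = 0.0479), so more genes rose than fell. That excess lay among genes under 500 bp, of which 21 were called higher and 0 lower. From 500 to 1000 bp 6 were higher and 4 lower, from 1000 to 2000 bp 9 and 13, and from 2000 bp up 1 and 4. Among protein-coding genes alone, 28 were higher and 19 lower (exact binomial p = 0.243). For Dox and 4-ED, the alternative that moved the result most was the restriction to genes that carry a name in the deposited tables. Under it, 17 genes were higher and 14 lower with Dox (exact binomial p = 0.720), 7 were higher and 6 lower with 4-ED (exact binomial p = 1), and 9 were higher and 1 lower with Tet (exact binomial p = 0.0215). A log2 ratio of at least 1 in size moved the result for Tet most, with 8 genes higher and 0 lower (exact binomial p = 0.00781). Under the same requirement, 2 were higher and 8 lower with Dox, snR67 at 0 included (exact binomial p = 0.109), and 19 were higher and 4 lower with 4-ED (exact binomial p = 0.00260). The median log2 ratio over genes with a mean of at least 10 FPKM was 0.07 with Tet, -0.03 with Dox and -0.02 with 4-ED.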

When we compared the lists of differentially expressed gene (DEGs) for the three treatments, we found that there was very little overlap in identified genes that had annotations (Figure 3). 

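Only 10 of the genes called with Tet, 31 of those called with Dox and 13 of those called with 4-ED carry a name other than the systematic identifier in the deposited tables. The other 12, 52 and 45 are listed by identifier alone. Matched by identifier, 16 genes were called with both Tet and Dox, 14 with both Dox and 4-ED, and 9 with both Tet and 4-ED, and each of them changed in the same direction in both treatments. Across the 5872 genes with a mean of at least 10 FPKM in both comparisons, the log2 ratios with Tet and Dox had a Pearson r of 0.71 and a Spearman rho of 0.74. For Dox and 4-ED, r was 0.66 and rho 0.48 over 5845 genes, and for Tet and 4-ED, r was 0.63 and rho 0.62 over 5847 genes. These are correlations across genes, which are not independent replicates, and the use of the same controls in each pair would by itself give about 0.5 if noise were equal in all groups. Over all genes tested, with 1 FPKM added to every value, r fell to 0.56 for Tet and Dox, to 0.42 for Dox and 4-ED and to 0.61 for Tet and 4-ED. With a mean of at least 100 FPKM, r was 0.79 for Tet and Dox, 0.58 for Dox and 4-ED and 0.59 for Tet and 4-ED.

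**Figure D1:**
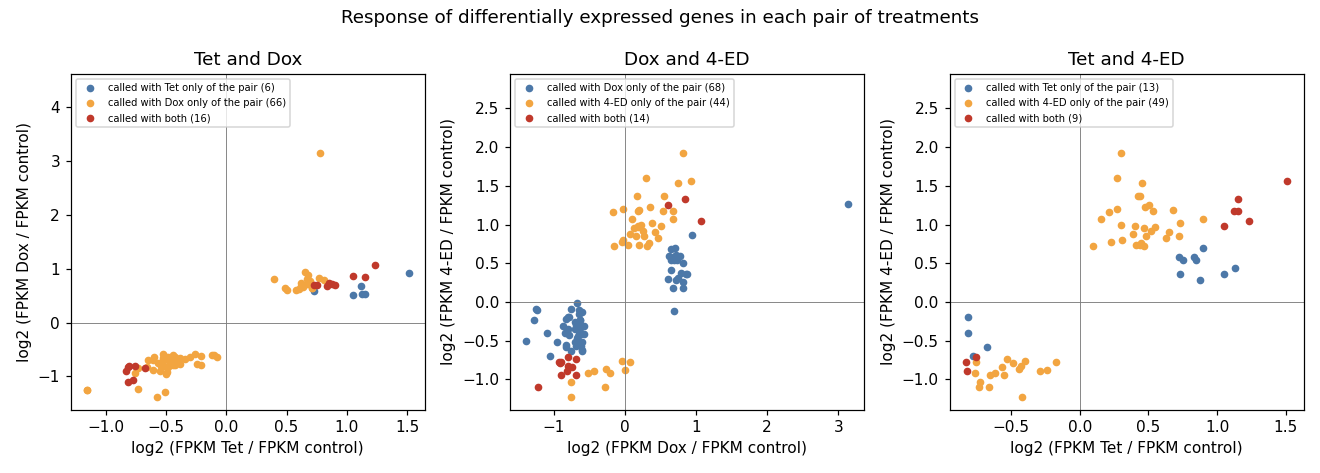
The log2 ratio of FPKM in each treatment to FPKM in the controls for genes called in either treatment of a pair, with 1 panel per pair, 1 point per gene and the number of genes in each legend. The genes called with both treatments, 16, 14 and 9 in the panels from left to right, lie on the same side of 0 on both axes; snR67, listed at 0 with Dox, has no ratio and is not drawn.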

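By identifier, 5 genes were called with all 3 treatments, namely SFC1, STL1, SCW11, ERO1 and TDA1. STL1, SCW11, ERO1 and TDA1 are listed by identifier alone in the deposited tables and are not named in the paper. TDA1 (YMR291W, chromosome XIII, 852630 to 854390), a protein kinase chosen after its values were seen, had log2 ratios of -0.75 with Tet, -0.81 with Dox and -0.72 with 4-ED. SCW11 had log2 ratios of -0.82 with Dox and -0.89 with 4-ED, and ERO1 of -0.90 and -0.77. STL1 rose with 4-ED by 1.04. A further 11 genes were called with Tet and Dox, 9 with Dox and 4-ED, and 4 with Tet and 4-ED, and not with the third treatment. Among those with a name, VID24 (YBR105C, chromosome II, 450881 to 451969) fell from 297 to 174 FPKM with Tet and from 302 to 145 FPKM with Dox. GIN4 (YDR507C, chromosome IV, 1462358 to 1465786) rose by 0.85 with Tet and 0.73 with Dox on the log2 scale, and ASF1 (YJL115W, chromosome X, 196287 to 197126) rose by 0.87 and 0.71. The gene listed as HOR2 (YER062C, chromosome V, 279930 to 280682), whose RefSeq symbol is GPP2, had log2 ratios of -0.70 with Dox and -0.94 with 4-ED. PDE2 (YOR360C, chromosome XV, 1013241 to 1014821) had log2 ratios of -0.93 with Dox and -0.78 with 4-ED. With named genes alone, 5, 4 and 2 genes were shared by exactly a pair of treatments and 1 by all 3. That a gene was called with 1 treatment and not another is not a test of the difference between them, which was not made.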

In total, there were five unique genes identified as responsive to both Tet and Dox, four identified for Dox and 4‐ED, two for Tet and 4‐ED and one identified in all three treatments (Table 3; *SFC1*). 

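The overlaps by identifier were compared with chance by Fisher's exact test, one-sided for more shared genes, against the genes tested in both comparisons. For Tet and Dox, 0.276 shared genes would arise by chance among 6616 (odds ratio 259.8, Fisher's exact p = 5.76e-27). For Dox and 4-ED, 0.728 would arise by chance among 6615 (odds ratio 29.9, Fisher's exact p = 5.01e-15). For Tet and 4-ED, 0.193 would arise by chance among 6623 (odds ratio 92.6, Fisher's exact p = 7.23e-14). The comparisons share their controls, so the lists are not independent of each other. Requiring a log2 ratio of at least 1 in size moved the overlaps of Tet and Dox and of Dox and 4-ED most. It left 1 gene shared by Tet and Dox (Fisher's exact p = 0.0120), 2 by Dox and 4-ED (Fisher's exact p = 5.12e-04) and 5 by Tet and 4-ED (Fisher's exact p = 1.77e-11). With named genes alone, the one-sided Fisher's exact p-values were 1.18e-09, 5.66e-07 and 2.10e-05 in the same order, and for Tet and 4-ED this alternative moved the overlap most.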

Although only a few genes are found to overlap between identified gene sets, the amount observed is significantly greater than expected by chance in each pairwise comparison (Fisher's exact test, *P*_*Tet‐Dox*_ = 1.4 × 10^−7^, *P*_*Dox‐4‐ED*_ = 0.0005, *P*_*Tet‐4‐ED*_ = 0.0007).

**FIGURE 2:**
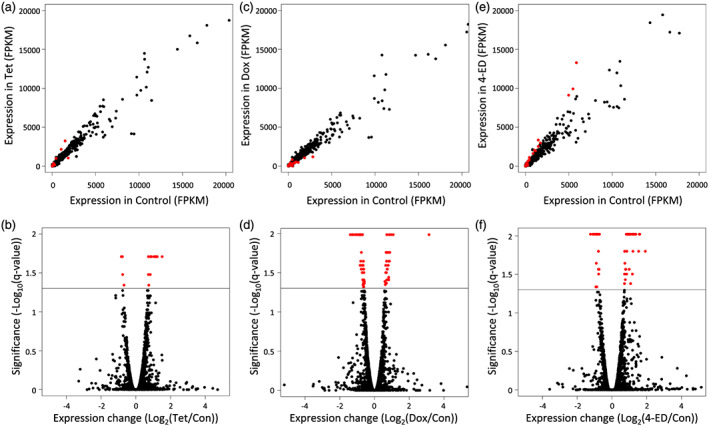
Identification of significantly expressed genes. (a,c,e) Scatterplots of all differentially expressed genes in *Saccharomyces cerevisiae* treated with 1.5 μg/ml of (a) Tet, (c) Dox and (e) 4‐ED in fragments per kilobase of transcript per million mapped reads (FPKM). (b,d,f) Volcano plots showing the magnitude of expression difference in control compared with treatments (b) Tet, (d) Dox and (f) 4‐ED on the *x*‐axis and −log_10_ transformed false discovery rate corrected *p* values (*q*‐values) on the *y*‐axis. (red = significant, black = non‐significant) [Colour figure can be viewed at wileyonlinelibrary.com]

**TABLE 2:** Differentially expressed genes (DEGs) identified responding to treatment with Tet, Dox or 4‐ED

Treatment	# DEG	# upregulated	# downregulated
Tet	22	15	7
Dox	83	27	56
4‐ED	58	38	20

**FIGURE 3:**
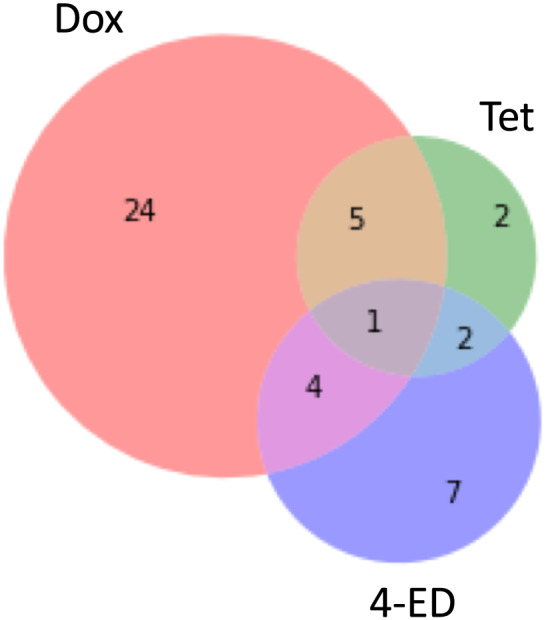
Overlap of genes identified as significantly differentially expressed in response to Tet, Dox and 4‐ED [Colour figure can be viewed at wileyonlinelibrary.com]

**TABLE 3:** Overlap of genes identified as responding to Tet, Dox or 4‐ED treatments

Genes in all three	Genes in Dox/Tet	Genes in Dox/4‐ED	Genes in Tet/4‐ED
*SFC1*	*VID24*, *GIN4*, *SMC1*, *ASF1* and *KAR3*	*HOR2*, *CAR2*, *PDE3* and *CAR1*	*PCK1* and *FBP1*

### 3.2 Gene ontology term enrichment analysis for DEGs

To determine if there was enrichment for particular biological annotations for the sets of annotated genes identified as responding to the three tetracyclines tested, we performed GO enrichment analysis. 

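The 17 terms of Tables S4 and S5 were tested with the experimental GO annotations that the RefSeq annotation of R64 attaches directly to each gene, without passing a gene on to the parents of its terms. Of these terms, 11 had annotated genes among those tested. Enrichment was tested with Fisher's exact test, one-sided, against the 5440 genes tested with Tet that carry any such annotation, which include 21 of the called genes, and p-values were adjusted over the 11 terms. For Tet, mitotic sister chromatid cohesion held 2 called genes of 26, KAR3 and SMC1, 19.9 times the chance share (Fisher's exact p = 0.00436, adjusted p = 0.0480). KAR3 and SMC1 were also called with Dox, against the same controls. The other 10 terms had adjusted p-values of 0.415 or more. With background and called genes limited to genes named in the deposited tables, the adjusted p-value of mitotic sister chromatid cohesion was 0.0263. With called genes limited to a q-value under 0.02, neither KAR3 nor SMC1 remained and no term had an adjusted p-value under 0.05, nor an unadjusted one. In a search over all 2880 terms with at least 2 annotated genes, added after the data were seen, 0 terms had an adjusted p-value under 0.05 and 54 had an unadjusted p-value under 0.05. The term with the smallest p-value was regulation of gene expression, with ASF1 and TOS4, the latter chosen after its values were seen, among its 3 genes (Fisher's exact p = 4.25e-05, adjusted p = 0.122).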

We found that for the genes responsive to Tet, no GO terms were enriched for biological process, molecular function or cellular component terms. We found that for the genes responsive to Dox, several biological processes were enriched and one cellular component involved in DNA replication was enriched, including cellular response to DNA damage stimulus, double strand break repair (DSRB), cell cycle processes and terms associated with the replication fork (Table S4). 

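For Dox, 76 called genes were among the 5438 annotated genes tested. Double-strand break repair held 5 of them among its 31 genes, ECO1, POL1, POL2, RTT107 and SMC1, which is 11.5 times the chance share (one-sided Fisher's exact p = 5.97e-05, adjusted p = 6.57e-04). The replication fork, a cellular component, held POL1 and POL2 among its 11 genes, a fold of 13.0 (Fisher's exact p = 0.00977, adjusted p = 0.0358). DNA replication held ECO1 and POL1 among 23 genes, a fold of 6.22 (Fisher's exact p = 0.0404, adjusted p = 0.111). DNA damage response held RMI1 and TOS4 among 46 genes, a fold of 3.11 (Fisher's exact p = 0.135, adjusted p = 0.297), and mitotic cell cycle held KAR3 among 24 genes (Fisher's exact p = 0.287, adjusted p = 0.526). Limiting the called genes to a q-value under 0.02 moved the results most, to adjusted p-values of 0.173 for double-strand break repair and 1 for the replication fork. In the wider search over GO terms, added after the data were seen, 2 terms had an adjusted p-value under 0.05, and the members of both are named after their values were seen. Transmembrane transport held AQR1, AQY1, AQY3, BAP2, GNP1, STL1 and VCX1 among 52 genes (Fisher's exact p = 6.36e-06, adjusted p = 0.0183), and cellular bud scar held DSE2, EGT2, PIR1 and SUN4 among 14 genes (Fisher's exact p = 3.17e-05, adjusted p = 0.0457). Double-strand break repair had an adjusted p-value of 0.0573 in that search.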

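Among the genes called with Dox, KAR3, POL2 and SMC1 carried the term mitotic sister chromatid cohesion, 3 of its 26 genes and 8.26 times the chance share (one-sided Fisher's exact p = 0.00541, adjusted p = 0.0298). With background and called genes limited to genes named in the deposited tables, the adjusted p-value was 0.00801. With called genes at a q-value under 0.02 it was 0.553. In the wider search over GO terms, nuclear replication fork had a smaller p-value (Fisher's exact p = 0.00106) and an adjusted p-value of 0.467. The adjusted p-value of mitotic sister chromatid cohesion in that search was therefore at least 0.467.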

Additionally, enrichment for biological processes involved in mitotic sister chromatin cohesion was observed. 

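For 4-ED, 39 called genes were among the 5439 annotated genes tested. Fructose metabolic process held HXK2 among its 2 genes, 69.7 times the chance share (one-sided Fisher's exact p = 0.0143, adjusted p = 0.157). Glucose metabolic process held HXK2 among 8 genes, a fold of 17.4 (Fisher's exact p = 0.0560, adjusted p = 0.308), and 0 of the 2 genes of hexose metabolic process were called. Arginine catabolic process had no gene with direct experimental annotation and was not tested. In the wider search over GO terms, added after the data were seen, 0 terms had an adjusted p-value under 0.05 and 53 had an unadjusted p-value under 0.05. Gluconeogenesis held FBP1, PCK1 and, chosen after its values were seen, MDH2 among 12 genes, a fold of 34.9 (Fisher's exact p = 7.17e-05, adjusted p = 0.207).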

For genes identified as responsive to 4‐ED, GO term analysis showed enrichment in biological processes involved in the catabolic process of arginine and the metabolic processes of fructose and glucose (Table S5).

## 4 DISCUSSION

To determine the best tetracycline to use for gene expression control in *S. cerevisiae*, we performed RNA‐seq on yeast grown on standard medium compared with growth on media supplemented with Tet, Dox or 4‐ED to identify changes in gene expression caused by this exposure. We found that although the numbers of genes with response to Tet, Dox or 4‐ED are not large, there are dozens responding to each chemical. In fact, the results for Dox are in contrast with a prior report that found no genes responded to Dox using microarrays (Wishart et al., 2005). These contrasting results may be due to the differences in the methods used for gene expression analysis. It is generally accepted that RNA‐seq has a higher specificity, sensitivity and dynamic range and is therefore able to detect more DEGs including genes with very high or low expression than microarray‐based gene expression quantification (Rao et al., 2019). Another report found that the presence of Dox results in mitonuclear protein imbalance (Moullan et al., 2015). 

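Among the GO terms of the wider search, added after the data were seen, 98 name the mitochondrion or a part of it. For the genes called with Dox, 0 of the 98 had an unadjusted p-value under 0.05, and the smallest was 0.566 (one-sided Fisher's exact test). Genes annotated to the mitochondrion made up 10 of the genes called with Dox, from 1113 tested (odds ratio 0.585, one-sided Fisher's exact p = 0.964). The 15 mitochondrial chaperones and proteases listed before the data were examined, such as HSP60, SSC1 and PIM1, had a median log2 ratio of -0.04 with Dox, at percentile 55.8 of 10000 random lists matched on mean expression. Of these genes 0 were called, and 0 had an unadjusted p-value under 0.05 in the authors' deposited table. Of the 55 loci on mitochondrial DNA, 25 had been tested, and their median log2 ratio with Dox was 0.09, at percentile 93.4. Several of these loci share a merged span, so they are not separate genes. Among these 25 also, 0 were called and 0 had an unadjusted p-value under 0.05 in the authors' deposited table. RNA levels were measured here, and not the amounts of mitochondrial and nuclear protein.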

Yet our study found DEGs in the presence of Dox compared with the control that did not contain enrichment for any mitochondrial terms. Instead, various terms related to DNA replication were enriched for the DEGs. Interestingly, our results for 4‐ED showed that this chemical alters genes involved in arginine catabolism as well as those involved in glucose and fructose metabolism, two processes that require proper mitochondrial health. Furthermore, the genes identified overlap significantly between the different tetracycline derivatives suggesting a common mechanism of response. Additionally, GO term enrichment analysis suggested that in Dox and 4‐ED treatments, there was enrichment for genes with particular biological or molecular functions, suggesting a common biological and/or regulatory rationale for this response.

### 4.1 Effects of Dox on genes associated with DNA replication, cell cycle and mitosis

When *S. cerevisiae* was grown on medium containing Dox, various GO terms for DNA replication processes were enriched among the genes differentially expressed. 

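The expression of 8 genes of DNA replication and double-strand break repair was compared between the controls and Dox. CDC45 (YLR103C, chromosome XII, 343989 to 345941) rose from 3.60 to 6.35 FPKM, a log2 ratio of 0.82 that became 0.68 with 1 FPKM added to both values. RAD53 (YPL153C, chromosome XVI, 261727 to 264192) rose from 3.43 to 6.05 FPKM, a log2 ratio that changed in the same way from 0.82 to 0.67. RNR1 (YER070W, chromosome V, 298950 to 301616) rose from 8.68 to 15.3 FPKM. ECO1 (YFR027W, chromosome VI, 207452 to 208297) rose from 13.0 to 23.8 FPKM, a log2 ratio of 0.88. POL1 (YNL102W, chromosome XIV, 430087 to 434493) and POL2 (YNL262W, chromosome XIV, 148212 to 154880) rose by 0.74 and 0.61 on the log2 scale, from 8.72 to 14.5 FPKM and from 10.3 to 15.7 FPKM. SMC1 (YFL008W, chromosome VI, 119429 to 123106) rose from 15.2 to 24.6 FPKM, and RTT107 (YHR154W, chromosome VIII, 402966 to 406178) from 11.5 to 17.9 FPKM. In the authors' deposited table for Dox, the q-values of these genes lie between 0.0174 for ECO1 and SMC1 and 0.0430 for RTT107. All 8 genes were also higher with Tet and with 4-ED, where log2 ratios lay between 0.40 for RAD53 and 0.76 for CDC45 with Tet, and between 0.19 for RNR1 and 0.68 for RTT107 with 4-ED. Of the 8, SMC1 alone was called with Tet. With KAR3 and RMI1 added, 0 of 10 genes were called with 4-ED and 5 had an unadjusted p-value under 0.05 in the authors' deposited table. With Tet, 2 of the 10 were called and 9 had an unadjusted p-value under 0.05. The median log2 ratio of the 10 genes was 0.69 with Tet, 0.72 with Dox and 0.39 with 4-ED, and the difference between treatments was not tested.

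**Figure D2:**
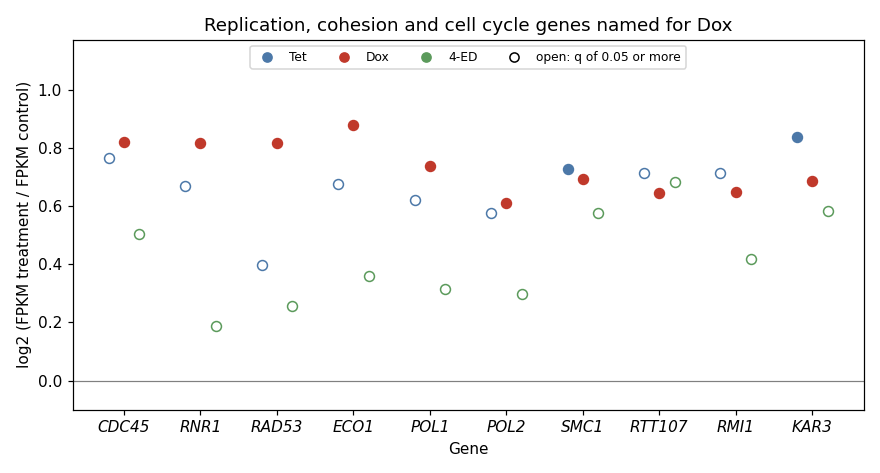
The log2 ratio of FPKM in each treatment to FPKM in the controls for 10 genes of replication, cohesion and the cell cycle, with 1 point per gene and treatment and filled points for genes called in that treatment. All points lie above 0; the 10 points for Dox are filled, as are those of SMC1 and KAR3 for Tet.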

Of particular interest were genes *CDC45*, *RNR1*, *RAD53*, *ECO1*, *POL1*, *POL2*, *SMC1* and *RTT107*, as they were all upregulated when yeast were treated with Dox and have GO terms for DNA replication and DSBR leading to enrichment of these GO terms. In yeast, *POL1* and *POL2* code for DNA polymerase I and II (Araki et al., 1992) and the upregulation of both *POL1* and *POL2* may suggest global increases in DNA replication. Upregulation of *POL1* and *POL2* alongside activation of *RAD53* suggests that there may be detrimental effects of the increases in DNA replication and *RAD53* may be stabilizing stalled or stressed replication forks during S phase (Szyjka et al., 2008), slowing down the DNA synthesis (Paulovich & Hartwell, 1995; Paulovich, Margulies, Garvik, & Hartwell, 1997) to increase survival (Branzei & Foiani, 2006). Genes with GO terms associated with mitotic sister chromatid cohesion and mitotic cell cycle were also differentially expressed when yeast were grown on medium containing Dox. Interestingly, all five genes associated with this enrichment were also upregulated (*RMI1*, *SMC1*, *ECO1*, *POL2* and *KAR3*), suggesting an increase in cell cycle and mitosis when yeast are exposed to Dox, similar to that observed for DNA replication genes. This is in contrast to the slowed growth rate we observe for yeast exposed to Dox in their media, and the disconnect between these processes requires further studies. 

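RMI1 (YPL024W, chromosome XVI, 503517 to 504242) rose from 265 FPKM in the controls to 415 FPKM with Dox, a log2 ratio of 0.65. KAR3 (YPR141C, chromosome XVI, 815734 to 817923) rose from 11.4 to 18.3 FPKM with Dox, and from 11.2 to 20.0 FPKM with Tet, log2 ratios of 0.69 and 0.84. In the authors' deposited table, the q-value of RMI1 with Dox is 0.0316, and that of KAR3 is 0.0430 with Dox and 0.0332 with Tet. With Tet and 4-ED, RMI1 rose by 0.71 and 0.42 on the log2 scale, and it was called in neither. A list of 51 other genes of DNA replication and cohesion, written before the data were examined and holding none of the genes the paper names, had 47 genes higher and 4 lower with Dox. Of the 51, 0 were called and 20 had an unadjusted p-value under 0.05 in the authors' deposited table.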

All three of the major GO terms enriched point to upregulation of processes associated with the S phase of the cell cycle suggesting some mechanistic link between these identified genes. It is also possible that all the genes identified have a common regulatory element(s) that are all responding to the presence of Dox directly or indirectly and there may not be a specific functional relationship among the regulated genes. Either way, our findings suggest that use of Dox may not be ideal for studies focused on DNA replication, DNA repair, cell cycle, chromosome cohesion or any genes associated with or downstream of these processes.

### 4.2 Effects of 4‐ED on metabolic processes

When *S. cerevisiae* was grown on medium containing 4‐ED, various GO terms for arginine catabolism were enriched among the genes differentially expressed with both genes directly involved in arginine catabolism downregulated in the presence of 4‐ED (*CAR1* and *CAR2*). 

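CAR1 (YPL111W, chromosome XVI, 339944 to 340945), which encodes arginase, fell from 147 FPKM in the controls to 76.8 FPKM with 4-ED, a log2 ratio of -0.94. CAR2 (YLR438W, chromosome XII, 1012459 to 1013775), which encodes ornithine transaminase and overlaps the locus YLR437C-A, fell from 86.0 to 49.8 FPKM, a log2 ratio of -0.79. Both genes have a q-value of 0.00950 with 4-ED in the authors' deposited table. With Dox, CAR1 fell from 150.3 to 80.6 FPKM and CAR2 from 87.9 to 46.5 FPKM, and both were called. With Tet the log2 ratios were -0.55 for CAR1 and -0.49 for CAR2, and neither was called. Of 16 other genes of arginine and nitrogen use listed before the data were examined, 15 were found in the deposited tables, and 10 of these were higher and 5 lower with 4-ED. Their median log2 ratio with 4-ED was 0.13, at percentile 95.9 of random lists matched on mean expression, and 1 of them was called. With random lists matched on gene length as well, the percentile was 98.8. With members of at least 10 FPKM the median was 0.07, at percentile 83.0, so the placement depended on the setting.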

Changes in the expression of these genes could alter processes including protein synthesis as well as nitrogen utilization. Genes with GO terms associated with glucose and fructose metabolism were also differentially expressed when yeast were grown on medium containing 4‐ED. Among the four genes involved in glucose and/or fructose metabolism, two were downregulated in the presence of 4‐ED (*HXK2* and *PFK27*) and the other two were upregulated (*PCK1* and *FBP1*). 

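HXK2 (YGL253W, chromosome VII, 23935 to 25395), which encodes hexokinase 2, fell from 37.3 FPKM in the controls to 20.2 FPKM with 4-ED, a log2 ratio of -0.88. PFK27 (YOL136C, chromosome XV, 67561 to 68754), which encodes a 6-phosphofructo-2-kinase, fell from 9.94 to 5.25 FPKM, a log2 ratio of -0.92 that became -0.81 with 1 FPKM added to both values. PCK1 (YKR097W, chromosome XI, 631152 to 632801), which encodes phosphoenolpyruvate carboxykinase, rose from 1482 to 3359.9 FPKM, a log2 ratio of 1.18. FBP1 (YLR377C, chromosome XII, 873746 to 874792), which encodes fructose-1,6-bisphosphatase, rose from 1038 to 2058 FPKM, a log2 ratio of 0.99. In the authors' deposited table for 4-ED, the q-value is 0.00950 for HXK2, PCK1 and FBP1 and 0.0459 for PFK27. PCK1 and FBP1 were also called with Tet, at log2 ratios of 1.12 and 1.05, and had log2 ratios of 0.67 and 0.51 with Dox, where they were not called. HXK2 had log2 ratios of -0.24 with Tet and 0.00 with Dox, and PFK27 of -0.76 and -0.52, and neither gene was called with Tet or Dox. Of 24 other genes repressed by glucose, listed before the data were examined, 14 were higher and 10 lower with 4-ED, and 2 were called.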

Reductions in expression for key enzymes in metabolic processes including glucose and/or fructose metabolism could explain previous reports of reduced mitochondrial function in widespread organisms including mammalian cells (human and mouse), nematodes, fruit flies and plants (Moullan et al., 2015). The contribution of tetracycline‐induced transcriptional responses to mitochondrial dysfunction relative to changes in protein expression, function or other physiological changes remains an open question and will require future experiments to determine. Similar to that described above for Dox, it is possible that all the genes identified have a common regulatory element(s) that are all responding to the presence of 4‐ED directly or indirectly or there may be some specific functional relationship among the regulated genes. Regardless, our findings suggest that use of 4‐ED may not be ideal for studies focused on metabolism or downstream of these processes.

### 4.3 *SFC1* and its role in the yeast genome

*SFC1* is one of 35 members of the mitochondrial carrier family (Palmieri et al., 2000), acting as a succinate/fumarate mitochondrial transporter that is required to transport cytosolic succinate into the mitochondrial matrix in exchange for fumarate (Palmieri et al., 2000). 

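SFC1 (YJR095W) lies on chromosome X from 609773 to 610741 and has 1 exon. Its expression rose from 452 FPKM in the controls to 1007 FPKM with Tet, from 459.6 to 824 FPKM with Dox, and from 449.6 to 1132 FPKM with 4-ED. The log2 ratios were 1.15, 0.84 and 1.33. The q-value in the authors' deposited table is 0.0195 with Tet, 0.0104 with Dox and 0.00950 with 4-ED. Each is the smallest q-value of its comparison and is shared with other genes, since it belongs to the smallest p-value that each table holds.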

The upregulation of *SFC1* in response to treatment with Tet, Dox and 4‐ED suggests an increase in the entry and exit of succinate and fumarate, respectively (Palmieri et al., 2000). Fumarate is a critical component of the gluconeogenic pathway which is important for proper cell growth in *S. cerevisiae* (Palmieri et al., 2000), suggesting that Dox, Tet and 4‐ED may be altering the growth of cells by inducing the increase in the expression of *SFC1.* Future experiments investigating mitochondrial transport with and without exposure to tetracyclines are warranted to demonstrate possible functional consequences of tetracycline‐induced gene expression changes in *SFC1.*

### 4.4 Similarity of tetracycline response across eukaryotes

In diverse eukaryotic organisms including mammals, insects, nematodes, plants (Moullan et al., 2015) and reported here in the fungus *S. cerevisiae*, exposure to tetracycline family chemicals causes detrimental effects on metabolism and mitochondrial function. The similarity of response across Eukaryota suggests an ancestral origin and could imply the underlying molecular mechanism of these effects is also shared. In general, tetracycline exposure elicits decreased respiration, metabolism and mitochondrial function. In those species tested for transcriptional response to tetracyclines, there appears to be common responses in genes from pathways likely involved in these processes including metabolic enzymes, mitochondrial transport, electron transport chain components and ATP synthesis (Moullan et al., 2015). The genes and pathways identified thus far are all excellent candidates for their contribution to disruption in mitochondrial function after tetracycline exposure. In addition to those that have potential effects specific to the mitochondria, induction of stress response genes appears to also occur across the eukaryotes tested thus far. Whether this is a direct response to tetracycline exposure or downstream of mitochondrial dysfunction is currently unknown and experiments focused on disentangling these effects warrant further study.

## 5 CONCLUSION

Due to the flexibility, precision and specificity of the changes that can be achieved using the Tet‐On/Tet‐Off system, it has become a powerful tool in research aiming to control gene expression in many model systems. Despite these major benefits, caution when using these chemicals to study gene function and expression is recommended. Recent reports have already suggested a potential negative impact of these antibiotics on the environment and health (Moullan et al., 2015) and have shown that Dox has effects on multiple diverse organisms and in many different types of cells and tissues (Luger et al., 2018; Moullan et al., 2015). Yeast are not to be excluded from this set of model organisms, as we show here that all three tested tetracyclines (Tet, Dox and 4‐ED) elicit changes in dozens of genes expression levels in *S. cerevisiae.* Although our results do not support the study that showed alterations in genes involved in mitochondrial translation, we observed other effects on distinct functional groups of genes including genes associated with the S phase of the cell cycle in response to Dox and metabolism in response to 4‐ED. Although we do not yet know the molecular mechanism by which these genes are changing expression, our data suggest great care should be taken using this system and the specific tetracycline chosen should be tailored for use in specific projects. Use of the tested tetracyclines (Tet, Dox, 4‐ED) for study of the genes identified herein as DEGs or genes involved in associated biological processes seems potentially problematic. That said, the majority of the genome does not respond to these chemicals suggesting they should still be available for widespread use in the testing of gene function as long as their limitations are first considered. 

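Of the 6611 genes tested in all 3 comparisons, 129 were called with at least 1 treatment, or 1.95%, and 98.0% were called with none. By treatment, 99.7% of the genes tested were not called with Tet, 98.7% with Dox and 99.1% with 4-ED. Among genes with a mean of at least 10 FPKM, the log2 ratio was under 0.5 in size for 93.7% of 5897 genes with Tet, 94.1% of 5912 with Dox and 91.9% of 5874 with 4-ED, and under 1 for 99.2%, 99.2% and 98.6%. A gene that was not called is not shown to be unchanged. From the share of the genome that did not respond, the paper proposes that tetracyclines could remain available for wide use in tests of gene function. It does so provided that their limits are considered first.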

Moving forward, we suggest that when using the yeast Tet‐On/Tet‐Off system for inferences about genome‐wide gene expression, controls similar to those performed here (comparing control to tetracycline exposure in background strains) should be included in experimental designs to ensure that off‐target effects are not the source of any observed effects on gene expression.

## CONFLICT OF INTEREST

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** List of significantly differentally expressed genes upon exposure to 1.5 μL Tet

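Tables S1, S2 and S3 list genes called with Tet, Dox and 4-ED, with the group FPKM of control and treatment, the log2 ratio and the q-value that Cuffdiff gave each gene. A positive log2 ratio means more RNA with the treatment than in the controls. Tables S4 and S5 give GO terms with their fold enrichment, which is the share of called genes that carry a term divided by the share among the background genes. A term with few annotated genes can reach a high fold with a single called gene.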

Table S2: List of significantly differentally expressed genes upon exposure to 1.5 μL Dox
Table S3: List of significantly differentally expressed genes upon exposure to 1.5 μL 4‐ED
Table S4: GO Term enrichment of significantly expressed genes when treated with Dox
Table S5: GO Term enrichment of significantly expressed genes when treated with 4‐ED Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

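Total gene expression was measured by RNA-seq in 12 cultures of *S. cerevisiae* strain R1158, with 3 cultures in control YPD and 3 each in YPD with 1.5 μg/ml Tet, Dox or 4-ED. The sample labels name BY4741, from which R1158 derives. Samples were grouped by the treatment in their labels, and replicate numbers and read numbers were taken from Table 1. The read numbers of the 12 libraries lay between 31962937 and 41194014, of which between 31128128 and 40314390 mapped.

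The authors mapped the reads with Bowtie2 to the R64 genome and ran Cuffdiff with the Ensembl annotation, and they deposited 1 Cuffdiff gene table for each treatment against the controls. The deposited group values are FPKM, with 1 value for the 3 libraries of each group, scaled by Cuffdiff within each comparison. The authors' fold changes are deposited on the log2 scale, treatment over control. The deposited test statistic is the score that Cuffdiff computes for each log2 fold change. The authors deposited Cuffdiff's p-value for each gene and a q-value, which is the p-value adjusted for the false discovery rate over the genes tested. The text names no version of Bowtie2 or Cuffdiff. No counts and no values per library were used here, so no interval or replicate error is given for any FPKM value, and the depth behind a single gene is unknown.

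From these tables the log2 ratio of treatment to control FPKM was computed for each gene with a value above 0 in both groups, without a pseudocount. The called gene snR67, listed at 0 with Dox, has no ratio but was counted as lower and as a change of at least 1 in size. A gene was called when the Benjamini-Hochberg value recomputed from the deposited p-values of the tested genes was under 0.05, and the recomputed values differed from the deposited q-values by at most 5.24e-07. The number of called genes that rose was compared with the number that fell by the two-sided exact binomial test with a probability of 0.5. Overlaps between called genes, matched by identifier, were tested with Fisher's exact test, one-sided, against the genes tested in both comparisons. Correlations between treatments were computed across genes with a mean of at least 10 FPKM. The 9 gene lists were written before the data were examined. The median log2 ratio of each was placed among 10000 random lists of the same size, drawn with seed 11 from genes in the same 20 bins of mean expression. A second set of random lists used 8 bins of expression and 5 of gene length. These percentiles describe genes within 1 comparison and are not tests across replicates.

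GO terms were taken from the experimental annotations in the RefSeq annotation of R64, which holds 4649 terms on 5883 genes, 5476 of them in the deposited tables. Genes were not passed on to parent terms, because no GO hierarchy was used here. Of the 7080 identifiers in the deposited tables, 5999 matched a RefSeq locus tag. Of these, 5363 had the same start and end in both and 5955 shared a start or an end. A name in the deposited tables was found for 2131 genes and a RefSeq symbol for 5305, and RefSeq symbols are printed for genes that the tables list by identifier alone. A locus was treated as having a near-identical copy when blastn aligned at least 50% of its length to another locus at an identity of at least 90%.

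The genes named in the text were chosen by a rule written before the data were examined. They are every gene the paper names in its text or Table 3, the 3 called genes with the largest rise and the 3 with the largest fall in each comparison among genes with at least 1 FPKM in both groups, and every called gene listed at 0 FPKM in a group. Genes named outside this rule are marked as chosen after their values were seen. The exception is PDE2, which is given in place of the PDE3 that Table 3 names. 1 further result was left out and is not reported here.

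The calling and list steps were tested on simulated data before use. With 200 changed genes among 6614 simulated genes, 94.5% of the changed genes were recovered and 5.03% of the 199 calls were false. The simulated genes were independent, with normal noise of a known and equal spread and changes of a single size. Cuffdiff's p-values were not simulated, so the result checks the adjustment and not the deposited calls. Lists of genes that change together were not simulated either. Of 100 unshifted lists, 99% fell inside the central range of random lists, and of 100 lists shifted by a known amount, 100% lay above 97.5% of random lists. The alternatives tried were a stricter q-value of 0.02, a log2 ratio of at least 1 in size, a mean of at least 10 or 100 FPKM, a pseudocount of 1 FPKM, centring on the median log2 ratio, protein-coding genes only, named genes only, and other backgrounds. The one-sided binomial test, the overlap of genes with a RefSeq symbol, the search over all GO terms with at least 2 genes and the matching of random lists on gene length were added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and blastn 2.17.0.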

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

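Of the tests in this part, the one on GC content was set before its result was seen, and all others were chosen only after the results they concern were seen. The patterns below lie in genes whose changes the paper's text does not describe, although Tables S1 to S3 list called genes among them. Each pattern is a shift of a list of genes against random lists of genes with similar mean expression, except the last, which is a count of called genes. The paper describes replicate tubes of every condition started from a growing culture, and gives no library batches beyond a single sequencing run. The deposited tables hold 1 value per group, so the spread between cultures is unknown for every pattern.

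The 51 genes of DNA replication and cohesion that the paper does not name had a median log2 ratio of 0.31 with Tet (49 of 51 higher), 0.32 with Dox (47 of 51 higher) and 0.15 with 4-ED (40 of 51 higher). Each median lay at percentile 100 of random lists, and 0 of the 51 genes were called in any treatment, while 20, 20 and 9 had an unadjusted p-value under 0.05 in the authors' deposited tables. Gene length was tested, here and below, with random lists matched on expression and length in broad classes, and again member by member in a narrow range of length among loci that overlap no other. All 3 medians lay at percentile 100 in both matches, the second with 43 of the 51 genes, which goes against gene length. Low values in the shared controls would raise the list with every treatment. The list also rose with 4-ED, by 0.15. Centred on the median log2 ratio of each comparison, the medians were 0.24 with Tet, 0.36 with Dox and 0.16 with 4-ED. The pattern, in whole or in part, therefore cannot be told apart from low controls. The difference between treatments was not tested. A response to the tetracyclines, or to the slower growth that the paper describes, may also be the cause, and neither was tested.

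The 137 genes of cytosolic ribosomal proteins had a median log2 ratio of 0.34 with Tet (128 higher) and 0.21 with Dox (126 higher), where random lists had medians of 0.10 and -0.08. With 4-ED the median was 0.04. In both Tet and Dox 0 of these genes were called, and 49 and 13 had an unadjusted p-value under 0.05 in the authors' deposited tables. With 4-ED, 75 were higher and 62 lower, 0 were called and 18 had an unadjusted p-value under 0.05. The medians with Tet and Dox lay at percentile 100 in both matches on length, the narrow one with 117 and 116 of the genes, which goes against gene length. Low values in the shared controls would also raise the list with 4-ED, where it lay at percentile 42.03 in the main setting, which goes against that explanation. The difference between treatments was not tested. Many of these genes exist as a pair of similar copies, and reads shared between copies were not tested. A response to Tet and Dox may be the cause, as a hypothesis only.

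Of the 55 loci on mitochondrial DNA, 26 had been tested with 4-ED and had a value above 0 in both groups, and their median log2 ratio was 0.76, with 25 of 26 higher and 2 called. With a mean of at least 10 FPKM required, the median was 0.61. Many of the lengths listed for these genes are those of merged loci. COX1 and AI1, among others, share the span 13818 to 26701, and COB and BI2, among others, share 36540 to 43647. The 26 loci are therefore not separate genes, and a placement among random lists of separate genes can overstate the shift. The 7 genes that overlap no other locus had a median of 0.99, at percentile 99.99 of random lists matched in a narrow range of length, which goes against gene length for those 7. That median is the value of ATP6, which went from 2.20 to 4.39 FPKM and was not called. In the main setting the highest percentile of the list with Tet or Dox was 95.02. Over the settings tried, among them the broad match on length, it lay between 48.58 and 98.47 with Tet and between 86.91 and 95.78 with Dox. The medians in the main setting were 0.24 with Tet and 0.09 with Dox, so low values in the shared controls would not give the whole rise with 4-ED, but a part of it cannot be told apart from them. Low GC content was tested on nuclear protein-coding genes, where GC content and log2 ratio with 4-ED had a Spearman rho of -0.0878, weaker than the -0.1 set as the limit. The mitochondrial loci have a median GC content of 22.97%, against 39.7% for nuclear protein-coding genes, of which 95% lie above 35.0%, so the nuclear genes say little about that range and the pattern cannot be told apart from a GC effect. The libraries were selected for mRNA, and an unequal recovery of RNAs without a poly(A) tail was not tested. A response of mitochondrial transcripts to 4-ED may be the cause, as a hypothesis only.

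Of the 91 snoRNAs, snRNAs and other non-coding RNAs of the nucleus, 84 had been tested with 4-ED and had a value above 0 in both groups, with a median log2 ratio of 0.47, 64 higher and 9 called. Without these RNAs and the mitochondrial genes, the 264 genes under 300 bp with a mean of at least 10 FPKM had a median of 0.30 with 4-ED, and the 59 such RNAs one of 0.59. In the narrow match on length, 67 of the 84 had a median of 0.48, at percentile 99.99 of random lists, whose median was 0.16, so gene length may account for part of the rise but not the whole. In the main setting the highest percentile with Tet or Dox was 90.8, which goes against low values in the shared controls. These RNAs mostly lack a poly(A) tail, and an unequal carry-over of such RNAs through the selection of mRNA was not tested, so the pattern may be technical and cannot be told apart from it.

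The 24 genes repressed by glucose that the paper does not name had a median log2 ratio of -0.19 with Dox, 19 of 24 lower, at percentile 0.36 of random lists, with 0 called and 8 at an unadjusted p-value under 0.05 in the authors' deposited table. With random lists matched on length in broad classes the percentile was 5.98, inside the central 95% of such lists, and in the narrow match, with 22 of the genes, it was 1.79, outside it. The pattern therefore cannot be told apart from an effect of gene length. In the main setting the lowest percentile of the list with Tet or 4-ED was 9.05, inside the central 95%, which gives no sign of high values in the shared controls but does not exclude them. No biological explanation was tested.

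By identifier, 4 genes that the paper does not name, STL1, SCW11, ERO1 and TDA1, were called with all 3 treatments. STL1 rose and the other genes fell, each in the same direction in every treatment. Noise in the shared controls would move a gene the same way in all comparisons and give a correlation of about 0.5 across genes. The Pearson correlation of log2 ratios was 0.71 for Tet and Dox, 0.66 for Dox and 4-ED and 0.63 for Tet and 4-ED, above that value. For Dox and 4-ED the Spearman rho was 0.48, below it. Over all genes tested, with 1 FPKM added, Pearson r was 0.56, 0.42 and 0.61 in the same order. Noisier controls than treated groups would also give a higher correlation, so the pattern cannot be told apart from an effect of the shared controls. A common response to the tetracyclines may be the cause.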

How the results depend on the processing

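None of the settings in this part was a test of an explanation, and those added only after the results were seen are named as such. The other alternatives were set before the data were examined. No paired analysis was possible because the deposited tables hold 1 pooled value per group and none per culture. For the same reason the planned fits with the replicate as a block and with each replicate left out in turn were not run, and other splits of the samples could not be compared with the real one.

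Recomputing the false discovery rate from the deposited p-values gave the same calls as the deposited q-values, which is a check of the arithmetic and not of stability. A log2 ratio of at least 1 in size left 8 genes with Tet, 10 with Dox (snR67 at 0 included) and 23 with 4-ED, and named genes alone left 10, 31 and 13. A q-value under 0.02 left 38 genes with Dox. Counts of genes called with a mean of at least 10 FPKM or among protein-coding genes stayed within 1.5 times the main count in all 3 treatments. The counts of higher and of lower genes changed under the same alternatives, in 7 cases each.

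The direction with Tet, which was not past 0.05 in the main analysis, had exact binomial p-values of 0.0078 at a log2 ratio of at least 1 in size and 0.0215 with named genes alone. With Dox, the direction reversed with named genes alone (exact binomial p = 0.720) and had p = 0.109 at a log2 ratio of at least 1 in size by the same exact test, over alternatives that ranged from 1.50e-04 to 0.720. The excess of higher genes with 4-ED had exact binomial p-values of 0.0884 at a q-value under 0.02, 0.243 among protein-coding genes and 1 with named genes alone. The causes were not tested, but the excess with 4-ED lay among genes under 500 bp, with 21 called higher and 0 lower. The one-sided exact binomial test, added after the data were seen, gave 0.0669, 9.66e-04 and 0.0240 for Tet, Dox and 4-ED.

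The overlap of Tet and Dox was 9 genes at a q-value under 0.02, 1 at a log2 ratio of at least 1 in size and 6 with named genes alone. The overlap of Dox and 4-ED was 2 at a log2 ratio of at least 1 in size and 5 with named genes alone, and that of Tet and 4-ED was 5 and 3 under the same alternatives. The number of genes called with all treatments was 1 under each of these 2 alternatives. Every overlap stayed larger than chance in all 27 tests under alternatives, of which the recomputed false discovery rate and the requirement of the same direction could not move the result. Fisher's exact p-values ranged from 1.95e-27 to 0.0120 for Tet and Dox, from 1.74e-16 to 5.12e-04 for Dox and 4-ED, and from 1.10e-14 to 2.10e-05 for Tet and 4-ED.

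With called genes limited to a q-value under 0.02, the adjusted p-value of mitotic sister chromatid cohesion was 0.553 with Dox and 1 with Tet, that of double-strand break repair with Dox was 0.173 and that of the replication fork with Dox was 1. The other 40 values for GO terms under alternatives stayed on the same side of 0.05. Terms with 0 called genes in the main analysis could gain none, because both alternatives only restrict the calls. The values of those terms could not move and are no evidence of stability. The cause was not tested.

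Over all genes tested, with a pseudocount of 1, the correlation of Tet and Dox was 0.56 and that of Dox and 4-ED was 0.42, the second below the 0.5 that shared controls would give. With members of at least 10 FPKM, the median log2 ratio of the 10 replication and cohesion genes named for Dox was 0.50 with 4-ED, against 0.39 for all 10, and that of the genes on mitochondrial DNA was 0.067 with Tet and 0.61 with 4-ED. Centring subtracts the same number from every gene, so it took the median of the glucose-repressed genes with Tet from 0.028 to -0.043 without changing its place among other genes, and the 27 centred medians are no evidence of stability. The other 51 medians of gene lists under alternatives moved by at most 0.1 and kept their direction. Requiring at least 10 FPKM removed no member of the glucose-repressed, ribosomal protein, mitochondrial chaperone and gluconeogenic lists. Their medians under that filter could not move and are no evidence of stability. Of the genes named in the text, 5 moved by more than 0.1 with a pseudocount of 1, and 57 other values with that pseudocount stayed within that range. Centring moved each gene by less than 0.1 of necessity and is not counted.

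The deposited values do not give the number of reads on each gene. The genes whose ratio moved with the pseudocount were CDC45, RAD53 and RRT15 with Dox and PFK27 and YBR238C with 4-ED, all listed at low FPKM in the controls.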

Differences from the paper's values

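No test of an explanation is given in this part. For the direction with 4-ED, the paper's binomial p-value is 0.01 and the two-sided exact binomial p here was 0.0479. None of the alternatives set before the data were examined closed the gap, and the one-sided exact test, chosen after seeing the values, gave 0.0240, which did not close it either.

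For genes called with Tet and Dox and not with 4-ED, the paper's count is 5 and the count here was 11. Named genes alone gave 5. A q-value under 0.02 also gave 5, but SMC1, KAR3 and GIN4, which the paper lists, were not among them, so it agrees in number only. The other alternatives did not close the gap. For genes called with Dox and 4-ED and not with Tet, the paper's count is 4 and the count here was 9, and only named genes alone closed the gap, with 4. For genes called with Tet and 4-ED and not with Dox, the paper's count is 2 and the count here was 4, and only named genes alone closed the gap, with 2. For genes called with all treatments, the paper's count is 1 and the count here was 5. Named genes alone gave 1. A log2 ratio of at least 1 in size also gave 1, but that gene was STL1 and not the SFC1 that the paper lists, so it agrees in number only. The other alternatives did not close the gap.

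For the overlap of Tet and Dox, the paper's Fisher's exact p is 1.4e-07 and the value here was 5.76e-27. None of the alternatives set before the data were examined closed the gap; named genes alone gave 1.18e-09. For Dox and 4-ED, the paper's value is 0.0005 and the Fisher's exact p here was 5.01e-15. Only a log2 ratio of at least 1 in size closed the gap, with 5.12e-04, but from 2 shared genes, so it agrees in number only. For Tet and 4-ED, the paper's value is 0.0007 and the Fisher's exact p here was 7.23e-14, and no alternative closed the gap. Restricting the overlaps to genes with a RefSeq symbol, chosen after seeing the values, closed none of these gaps.

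The paper's Fig. 3, read by eye, shows about 24 genes called with Dox only, against 58 here. Named genes alone gave 21 and a q-value under 0.02 gave 22, both within 1.5 times in number, and the other alternatives did not close the gap. The paper's Fig. 3, read by eye, shows about 7 genes called with 4-ED only, against 40 here, and only named genes alone closed the gap, with 6.

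In Table S4 the paper's fold enrichment for Dox is 23.63 for mitotic sister chromatid cohesion, against 8.26 here, and neither alternative closed the gap, with 12.6 for named genes alone and 6.15 at a q-value under 0.02. For mitotic cell cycle process the paper's fold is 6.02, against 0 here, and for sister chromatid cohesion the paper's fold is 16.58, against 0 here, and neither alternative changed the values of 0. For mitotic cell cycle the paper's fold is 5.78, against 2.98 here, and named genes alone closed the gap with 4.21, while a q-value under 0.02 did not. For the cellular response to DNA damage the paper's fold is 4.95, against 3.11 here, and named genes alone closed the gap with 3.74, while a q-value under 0.02 did not. In Table S5 the paper's fold for hexose metabolic process with 4-ED is 41.5, against 0 here, which neither alternative changed. For glucose metabolic process the paper's fold is 47.14, against 17.4 here, and named genes alone closed the gap with 34.8, while a q-value under 0.02 did not.

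The paper states that more genes were downregulated than upregulated with 4-ED, whereas 37 were higher and 21 lower here. The paper's own Table 2 gives 38 upregulated and 20 downregulated. The paper states that no GO term was enriched for Tet, whereas mitotic sister chromatid cohesion had an adjusted p-value of 0.0480 over 11 terms here. With background and calls limited to named genes it was 0.0263. Limiting the calls to a q-value under 0.02 removed it, and so did adjusting over 2880 terms, a search chosen after seeing the values. The 11 terms came from the paper's lists for Dox and 4-ED. KAR3 and SMC1, which carry the cohesion term, were also called with Dox against the same controls. The adjusted p-values over 11 terms are therefore no independent test of the paper's statement. The paper lists 5 genes for mitotic sister chromatid cohesion and mitotic cell cycle with Dox, whereas the cohesion term held KAR3, POL2 and SMC1 here. The paper names 4 genes for glucose and fructose metabolism with 4-ED, whereas those terms held HXK2 alone here. Terms here hold only directly annotated genes, and FBP1 and PCK1 carried the term gluconeogenesis. Table 3 of the paper names PDE3, which is neither in the deposited tables nor a RefSeq symbol, whereas the gene called with Dox and 4-ED here was PDE2.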

Other observations

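Of the tests in this part, the one that leaves out non-coding RNAs and overlapping loci was set before its result was seen, and the others were chosen only after the results they concern were seen.

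With 4-ED, short genes had higher log2 ratios than long ones. Across 5874 genes with a mean of at least 10 FPKM, gene length and log2 ratio had a Spearman rho of -0.18. Genes under 500 bp had a median log2 ratio of 0.19 (794 genes), and 21 of them were called higher and 0 lower, with 185 higher and 23 lower at an unadjusted p-value under 0.05 in the authors' deposited table. If non-coding RNAs or overlapping loci were the source, the relation would vanish without them, but among 4793 nuclear protein-coding genes that overlap no other listed locus rho was -0.195. If the relation were present with every treatment it would appear with Dox, where rho was -0.0142. The rho with Tet was -0.10. Genes are not independent replicates, and no rho is a test between cultures. A difference between the libraries in fragment length or RNA integrity is a candidate explanation that was not tested, and the paper gives no values for either.

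In the controls, the 24 genes repressed by glucose had a median of 211 FPKM, at percentile 99.98 of random lists. The 51 replication and cohesion genes had a median of 18.5 FPKM, at percentile 0. Growth past the point at which glucose runs low is a candidate explanation for such control values. The test cannot separate it from a normal level of these transcripts in this strain and medium, because no culture at another density was sequenced, and the paper gives the density at harvest as the same range for all cultures.

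Of the 129 genes called with at least 1 treatment, 88 are listed in the deposited tables by identifier alone, and 66 of those, or 75.0%, have a RefSeq symbol. Overlaps between treatments were larger by identifier, with 16 genes for Tet and Dox, 14 for Dox and 4-ED and 9 for Tet and 4-ED, than by the names in the tables, with 6, 5 and 3. Among genes with a RefSeq symbol, a restriction added after the data were seen, the overlaps were 15, 12 and 9, so names missing from the tables may account for most of that difference. Of the 129 genes, 14 overlap another listed locus and 4 have a near-identical copy, so the values of these genes can include reads from another locus.

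With Dox, GC content and log2 ratio had a Spearman rho of -0.11 across 5801 nuclear protein-coding genes. With Tet rho was 0.05 across 5785 genes.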
